A study of Homo sapiens with 9 samples. Its data were reported in "Understanding the Mechanistic Contribution of Herbal Extracts in Compound Kushen Injection With Transcriptome Analysis" (2019).

How the data were processed

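Gene expression was measured by unstranded paired-end RNA sequencing of total RNA from MDA-MB-231, an established human breast adenocarcinoma cell line. Cells were treated for 48 h with Compound Kushen Injection (CKI, an injection made from the herbs Kushen and Baituling), with an injection of Kushen alone or with an injection of Baituling alone. Each treatment had 3 libraries, so 9 libraries in 3 groups were analysed, and the group of a library was taken from its GEO labels. The columns of the deposited table were assigned to libraries by the treatment initial and the replicate number in their names. Untreated libraries were not analysed here.

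The authors trimmed the reads, aligned them with STAR to the human genome build hg19 and deposited a single table of counts per gene, which holds raw whole-number counts without normalization. Neither the counting program nor the gene annotation is stated, nor is the handling of reads that fit several genes. Counts of near-identical genes, such as histone, small nucleolar RNA and AKR1C family members, are therefore uncertain. The libraries were unstranded, so reads of genes that overlap on opposite strands could not be told apart by the authors' counting.

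The table has 24566 rows of paired Ensembl and Entrez identifiers. On 222 rows an Ensembl gene was repeated with identical counts under another Entrez identifier. Each Ensembl gene was kept a single time, which left 24344 genes. Gene symbols and positions were taken from the GENCODE annotation on build GRCh37, the same assembly as hg19, which named 23742 genes. A RefSeq table on assembly GRCh38.p14 named another 558, used for names only, and 44 stayed without a name. Of the 24344 genes, 4363 had no count in any library. The total count per library ranged from 20144628 to 23782071. Counting error was therefore small for abundant genes and large for genes near the filter.

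Genes were kept by the filterByExpr function of edgeR 4.0.16 in R 4.3.3 with its default minimum count of 10 and minimum total of 15, which left 14195 genes and removed 10149. Library sizes were scaled by TMM, and expression is given as CPM, the count of a gene scaled to a common library size, with the scaled sizes. The factors were 1.075 to 1.099 for CKI, 1.024 to 1.047 for Kushen and 0.877 to 0.900 for Baituling. All 9 libraries entered a single quasi-likelihood fit with group as the only term (glmQLFit, glmQLFTest), since 3 libraries per group estimate the spread poorly on their own. P-values are two-sided and Benjamini-Hochberg adjusted over the genes tested. The standard error (SE) of a log2 fold change was taken as its absolute value divided by the square root of the quasi-likelihood F statistic. It is thus an approximation derived from the test. A gene was called when its adjusted p was under 0.05 and its log2 fold change above 1 or below -1, the threshold of the study. The common biological coefficient of variation was 4.53%. With library totals in place of TMM the median log2 fold change of all genes moved by 0.08 in CKI against Kushen, 0.29 in CKI against Baituling and 0.21 in Kushen against Baituling, and changes below are relative to the TMM scale.

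Replicates of a group were compared by a chi-square of their counts over genes with at least 20 reads in the pair. The chi-square per gene was 1.70 to 6.85 in the 9 pairs, so no pair of libraries agreed within sampling noise as a library deposited more than a single time would. The labels name the 3 libraries of a group as separate samples, and they were counted as 3 replicates. The chi-square does not show at which step they were separated. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so p-values come from the fits across genes.

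The study discussed steroid biosynthesis, DNA replication, cell cycle and cytokine pathways. No pathway database was used here. In its place 13 short gene lists were written by hand before the data were examined and tested in the 3 contrasts with camera in limma 3.58.1 on voom values, two-sided, with a preset inter-gene correlation of 0.01 and adjustment over the 39 tests. Some members of the lists of immediate early genes, histones, heat shock genes, NRF2 targets and LXR targets had been seen in supplementary lists of the study, and other list topics were named by the study from these libraries, so tests of the lists are not independent evidence. The lists overlap: 12 of the 31 tested genes of the IL-17 and TNF list and 6 of the 38 immediate early genes were also on another list. Of 56 histone symbols written, 25 genes were in the table used and 12 were tested. Further lists of 31 TOP mRNAs, 20 nuclear-retained long noncoding RNAs and 38 RNAs without a poly(A) tail were written after the contrasts were seen.

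Genes named in the text followed a rule set before the data were examined. For each contrast these were the 4 called genes with the largest rise and the 4 with the largest fall, among genes with a mean log2 CPM of at least 1 whose 3 libraries of one group all lay above the 3 of the other. Added were genes the study measured by qPCR or ELISA or discussed by name (CYP1A1, CCND1 and IL1B), IL1A from the IL-1 family that it discussed, and called members of a gene list, up to 6 per list and contrast in order of adjusted p. A gene and a gene list chosen in the same way are not reported here, and the list is counted in the totals over all 13 lists.

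Distances between libraries were the root mean square difference in log2 CPM (prior count 2) over the 500 genes that differed most in each pair. CKI against Kushen and Baituling against Kushen share the Kushen libraries, so overlaps between them were set against 20 simulations in which CKI and Baituling had the Kushen means. After the data were seen, 20 simulations that kept the Baituling means and gave CKI the Kushen means were added for the same values. The position of CKI relative to Kushen and Baituling was set against 20 simulations in which CKI had the Kushen means. The simulations drew genes independently of each other. Gene lists were also set against 10000 random lists of the same size matched on mean expression, and a range of random lists holds 95% of them.

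The procedure was tested on simulated counts with the means and library sizes of these libraries. The known changes all lay past the fold threshold and were given to genes above a floor of mean expression. The simulated spread was that of the fit itself. All 200 genes given a known change were recovered with the right sign among 14038 genes tested, and 0 unchanged genes were called. Recovery of changes near the fold threshold, or of genes near the filter, was not tested in this way. Alternatives covered the scaling, the filter, the groups in the fit, the test (edgeR likelihood ratio and exact tests, DESeq2 1.42.0), the fold threshold, a replicate block, a correction for transcript length and GC content, and each library left out in turn.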

Results

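Transcriptomes of MDA-MB-231 cells treated for 48 h with CKI, Kushen injection or Baituling injection were compared to find out how the 2 single-herb injections account for the effect of the combined one. The total count was 22830700 to 23556823 in the 3 CKI libraries, 22023427 to 23782071 in the 3 Kushen libraries and 20144628 to 23367960 in the 3 Baituling libraries. A count was present for 17555 to 17786 genes in CKI, 17017 to 17281 in Kushen and 16259 to 16379 in Baituling. The 10 most abundant genes took between 3.20% and 4.47% of the counts of a library.

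The distance between libraries was used to see whether replicates lay closer together than treatments. Within groups the median distance was 0.947 for CKI (range 0.907 to 0.964), 1.05 for Kushen (1.03 to 1.10) and 1.28 for Baituling (1.24 to 1.32), over 3 pairs each. CKI and Kushen libraries were a median of 1.44 apart (1.39 to 1.47), over 9 pairs. Kushen and Baituling libraries were 2.52 apart (2.45 to 2.61), and CKI and Baituling libraries 2.79 apart (2.71 to 2.89). Every distance between groups was larger than every distance within a group. CKI lay closest to Kushen, and farther from Baituling than Kushen did. The setting that moved these values most was the use of all genes tested in place of the 500 that differed most, which gave medians of 0.403, 0.795 and 0.877 in the same order.

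CKI was compared with Kushen to find what Baituling adds to Kushen inside the combined injection. In edgeR's quasi-likelihood test, 270 of 14195 genes were called, 242 higher and 28 lower in CKI. In 264 of the 270 genes all 3 libraries of one group lay above all 3 of the other, an arrangement that chance gives for 10% of unselected genes. Over all genes tested it was found for 49.5%, and the selection by adjusted p and fold change favours it among called genes. The threshold on the fold change decided most of this number: 5652 genes had an adjusted p under 0.05 without it, 2783 of them higher in CKI, and 42 genes remained when the test itself was set against a log2 fold change of 1.

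Among called genes with a mean log2 CPM of at least 1 and no overlap between the groups, the largest rises in CKI over Kushen were those of FOSB, FOS, UCA1 and SNORD3B-2. FOSB (chromosome 19, 45971253 to 45978437, build GRCh37) averaged 15.3 ± 2.02 CPM in CKI and 1.47 ± 0.344 in Kushen (SD, n = 3), a log2 fold change of 3.38 ± 0.17 (SE) with an adjusted p of 4.66e-11 in edgeR. FOS (chromosome 14, 75745529 to 75748933) averaged 165 ± 9.10 CPM against 16.1 ± 4.90 and rose by 3.37 ± 0.11 (adjusted p 4.18e-14). The long noncoding RNA UCA1 (chromosome 19, 15939016 to 15947138) rose by 3.21 ± 0.16. The small nucleolar RNA gene SNORD3B-2 (chromosome 17, 18966659 to 18967449), which has near-identical copies, rose by 2.85 ± 0.29 on 12 to 17 counts per Kushen library. FOSB and UCA1 overlap a gene on the opposite strand. The largest falls chosen in the same way were smaller. MAEL (chromosome 1, 166944819 to 166991451) changed by -1.29 ± 0.22, RIMS1 (chromosome 6, 72596253 to 73112852) by -1.28 ± 0.20, PAQR6 (chromosome 1, 156213111 to 156217908) by -1.27 ± 0.20 and HSD17B8 (chromosome 6, 33172432 to 33174608) by -1.20 ± 0.09. None of these 4 stayed past the threshold when the test was set against a log2 fold change of 1. RIMS1 and PAQR6 overlap a gene on the opposite strand.

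**Figure D1:**
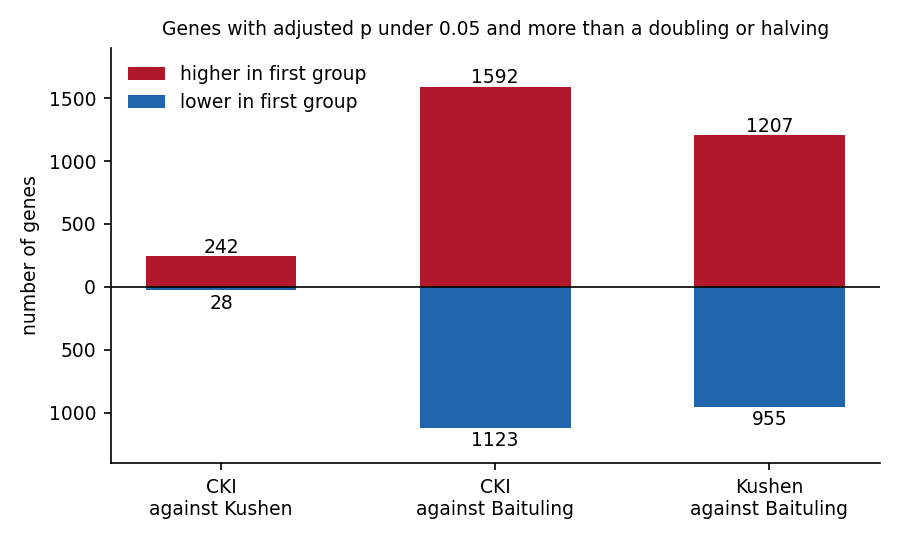
Number of genes (vertical axis) called higher (red, above 0) and lower (blue, below 0) in the group named first, for each of the 3 contrasts of 3 libraries against 3. CKI against Kushen gave 270 genes, against 2715 and 2162 for the contrasts with Baituling.

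CKI was compared with Baituling to find what Kushen adds to Baituling. Here 2715 genes were called, 1592 higher and 1123 lower in CKI, and the 3 libraries of each group did not overlap for 2671 of them, against 78.3% of the genes tested, called or not. Library totals in place of TMM gave 3157 genes, and the share higher in CKI went from 58.6% to 80.0%, so the balance of the directions depended on the scaling. It also depended on the filter: with at least 10 counts required in every library 48.9% of 1808 called genes were higher in CKI, so that the majority was lower. The largest rises and falls are given among genes chosen in the same way. SLCO2B1 (chromosome 11, 74811608 to 74917594) had 157 to 176 counts per CKI library and 0 to 4 per Baituling library, a fitted log2 fold change of 6.13 ± 0.33 that is imprecise at so few counts. CYP1A1 rose by 6.01 ± 0.07 and UCA1 by 5.52 ± 0.24, the latter on 1 to 14 counts per Baituling library. AKR1B10 (chromosome 7, 134212319 to 134226164) rose by 5.21 ± 0.18 on 5 to 12 counts per Baituling library. The largest fall was that of HAS2 (chromosome 8, 122624356 to 122653680), from 62.1 ± 3.24 CPM in Baituling to 2.83 ± 0.487 in CKI (SD, n = 3), a log2 fold change of -4.45 ± 0.09 with an adjusted p of 1.84e-18 in edgeR. PDZK1IP1 (chromosome 1, 47649254 to 47656716) changed by -3.97 ± 0.15, LGALS12 (chromosome 11, 63273524 to 63284246) by -3.84 ± 0.09 and VCAM1 (chromosome 1, 101185298 to 101204601) by -3.82 ± 0.08. SLCO2B1 and HAS2 overlap a gene on the opposite strand.

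Kushen was compared with Baituling to set the effects of the single injections side by side. There were 2162 called genes, 1207 higher and 955 lower in Kushen, and 2107 of them separated the 3 libraries of each group without overlap, against 73.1% of the genes tested, called or not. Library totals gave 2431 genes and moved the share higher in Kushen from 55.8% to 74.6%, whereas with at least 10 counts required in every library it was 47.2% of 1415 genes. Among genes chosen in the same way the largest rises in Kushen were those of SLCO2B1 (6.80 ± 0.30, again on 0 to 4 counts in Baituling), CYP1A1 (4.62 ± 0.08), AKR1B10 (4.31 ± 0.20) and the long noncoding RNA NEAT1 (3.89 ± 0.19). The fold of AKR1B10 again rested on 5 to 12 counts per Baituling library. NEAT1 (chromosome 11, 65190245 to 65213011) ranged from 682 to 1310 CPM among the Kushen libraries and from 56.5 to 74.7 CPM among the Baituling libraries. The largest falls were those of FOSB (-4.72 ± 0.16), IGFBP1 (chromosome 7, 45927959 to 45933259, -4.14 ± 0.10), HAS2 (-4.10 ± 0.09) and CSF3 (chromosome 17, 38171614 to 38174066, -3.99 ± 0.23 on 5 to 15 counts per Kushen library). Of the 2162 genes, 83.3% were also called in the same direction in CKI against Baituling (1801 genes), and 1 gene was called in the opposite direction. A further 913 genes were called in CKI against Baituling only and 360 in Kushen against Baituling only. These 2 contrasts share the Baituling libraries, which raises their agreement.

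Expression of 4 genes chosen in advance was examined. They were CYP1A1 (chromosome 15, 75011883 to 75017877), CCND1 (chromosome 11, 69455924 to 69469242), IL1B (chromosome 2, 113587328 to 113594393) and IL1A (chromosome 2, 113531502 to 113542070). The study measured or discussed CYP1A1, CCND1 and IL1B, and IL1A was added from the IL-1 family that it discussed. CCND1 overlaps a gene on the opposite strand. Each of the 4 genes had an adjusted p under 0.05 in each of the 3 contrasts, over all genes tested and adjusted over the list alone. The interest of the study in IL1B arose from these libraries, so the second count is not independent evidence. The number that also passed the fold threshold was 3 in CKI against Kushen, 1 in CKI against Baituling and 3 in Kushen against Baituling. IL1A lay near that threshold against Baituling. Its log2 fold change in CKI against Baituling was 0.93, but 1.21 under library totals and 1.04 without Baituling replicate 3. In Kushen against Baituling it was -1.01, but -0.79 under library totals, -0.94 under upper quartile scaling, -0.99 with only the 2 groups compared or with the rows as deposited, and -0.90 without Kushen replicate 3 or without Baituling replicate 3.

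CYP1A1 averaged 156 ± 1.95 CPM in CKI, 59.2 ± 2.73 in Kushen and 2.41 ± 0.0656 in Baituling (SD, n = 3 each). It was higher in CKI than in Kushen by 1.39 ± 0.05 on the log2 scale (SE, edgeR adjusted p 3.79e-14). CCND1 averaged 456 ± 4.41 CPM in CKI, 630 ± 13.8 in Kushen and 797 ± 32.5 in Baituling, and was lower in CKI than in Kushen by a log2 fold change of -0.47 ± 0.04 (adjusted p 4.59e-08). For both genes Kushen lay between CKI and Baituling.

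The interleukin genes were ordered differently. IL1B averaged 26.0 ± 1.87 CPM in CKI, 12.3 ± 0.757 in Kushen and 38.3 ± 1.46 in Baituling (SD, n = 3 each). It was higher in CKI than in Kushen by 1.08 ± 0.07 on the log2 scale (edgeR adjusted p 2.14e-09) and lower in CKI than in Baituling (-0.56 ± 0.07, adjusted p 2.77e-07). CKI thus lay between the single injections. IL1A averaged 18.3 ± 0.632 CPM in CKI, 4.77 ± 0.603 in Kushen and 9.65 ± 1.36 in Baituling. It was higher in CKI than in Kushen by 1.93 ± 0.11 (adjusted p 1.30e-10) and higher than in Baituling by 0.93 ± 0.10 (adjusted p 6.63e-08), so that CKI lay above both.

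**Figure D2:**
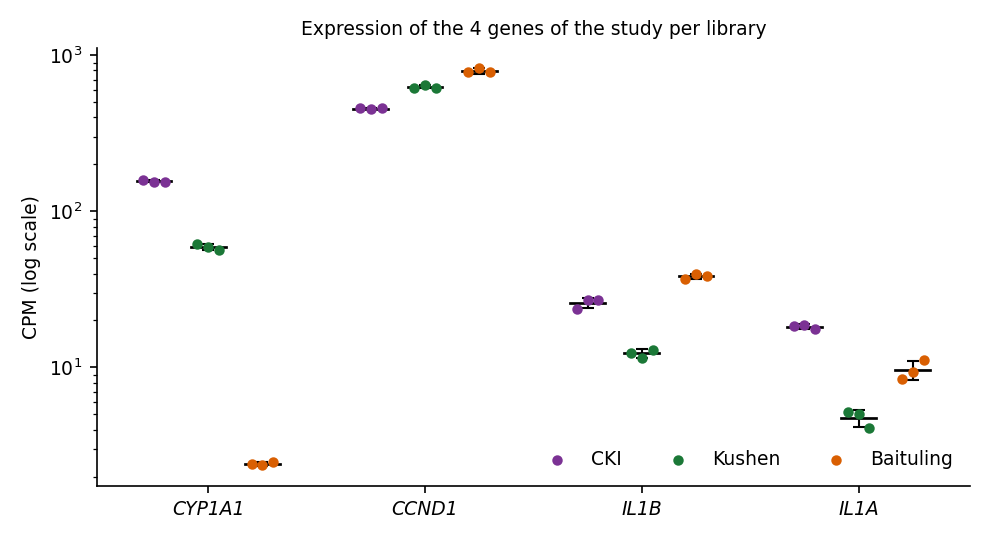
Expression in CPM (vertical axis, log scale) of CYP1A1, CCND1, IL1B and IL1A. Points are the 3 libraries of each treatment and bars the mean ± SD. CYP1A1 was highest in CKI (156 CPM) and lowest in Baituling (2.41 CPM), and IL1B in CKI (26.0 CPM) lay between Kushen and Baituling.

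Gene lists were tested for a common shift of their members. Of the 39 tests, 23 had an adjusted p under 0.05 with limma's camera. All 23 were also under 0.05, in the same direction, with fry, which called 36 in all. While camera compares the members of a list with the other genes, fry asks only whether the members change. Most members had an adjusted p under 0.05 on their own, as given below, so agreement with fry adds little. With an estimated in place of a preset inter-gene correlation 6 of the 23 remained, the setting that moved this number most. These were the IL-17 and TNF list and the histones in CKI against Kushen, and the cell cycle list and the NRF2 targets in each contrast with Baituling. Of the 275 list members tested, 183 had an adjusted p under 0.05 over all genes in CKI against Kushen and 189 when adjusted over the list alone. These numbers were 248 and 248 for CKI against Baituling, and 234 and 236 for Kushen against Baituling.

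In CKI against Kushen, 7 of the lists reported individually passed. Immediate early genes rose with a median log2 fold change of 0.95 (34 of 38 genes higher, camera adjusted p 4.37e-19), with the smallest adjusted p for DUSP1 (2.00 ± 0.06) and FOS. DUSP1 overlaps a gene on the opposite strand, as do the list members MMP1, CCNB1, PLK1 and CXCL16. The IL-17 and TNF cytokine list rose by a median of 0.79 (28 of 31 genes higher, adjusted p 2.51e-13). Its called members included MMP1 (1.33 ± 0.04) and CSF2 (2.09 ± 0.11). Replication-dependent histones rose by 1.03 (11 of 12 genes higher, adjusted p 2.86e-10) and aryl hydrocarbon receptor targets by 0.28 (5 of 8 genes higher, adjusted p 0.0069). Cholesterol biosynthesis genes shifted down by a median of -0.28 (2 of 20 genes higher, adjusted p 1.26e-07), the cell cycle list by -0.13 (8 of 50 genes higher, adjusted p 0.000374) and the DNA replication list by -0.16 (8 of 33 genes higher, adjusted p 0.000374). No gene of these last 3 lists was called, since their changes were below the fold threshold. The lists that did not pass were the CXC chemokines and receptors (median 0.62, adjusted p 0.0883), NRF2 targets (0.20, adjusted p 0.192), heat shock genes (0.03, adjusted p 0.192), the IL6 and IL12-like list (0.25, adjusted p 0.242) and LXR targets (-0.05, adjusted p 0.748).

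In CKI against Baituling, 7 lists passed. The cell cycle list shifted by a median of -0.83 (8 of 50 genes higher, camera adjusted p 1.82e-10), and 21 of its genes were called lower, CCNB1 (-2.22 ± 0.04) and PLK1 (-2.44 ± 0.05) with the smallest adjusted p. DNA replication genes shifted by -0.69 (3 of 33 higher, adjusted p 2.62e-08), cholesterol biosynthesis genes by -0.38 (5 of 20 higher, adjusted p 0.00291) and the IL-17 and TNF list by -0.44 (9 of 31 higher, adjusted p 0.0155), the last of which had an adjusted p of 0.0663 after correction for length and GC content. NRF2 targets rose by 1.48 (17 of 17 higher, adjusted p 1.06e-10), aryl hydrocarbon receptor targets by 1.67 (7 of 8 higher, adjusted p 0.00053) and histones by 2.24 (10 of 12 higher, adjusted p 0.000904). The CXC list (median -1.05, adjusted p 0.0568, but 0.00612 under library totals), immediate early genes (0.29, adjusted p 0.189), heat shock genes (-0.15, adjusted p 0.189), the IL6 and IL12-like list (0.42, adjusted p 0.468) and LXR targets (0.33, adjusted p 0.532) did not pass.

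In Kushen against Baituling, 8 lists passed. NRF2 targets rose by a median of 1.63 (17 of 17 genes higher, camera adjusted p 8.56e-12), with GCLM at 2.36 ± 0.04, and aryl hydrocarbon receptor targets by 1.25 (7 of 8 higher, adjusted p 0.000789). Shifts down were found for the cell cycle list (-0.66, 9 of 50 higher, adjusted p 2.86e-10), the IL-17 and TNF list (-1.09, 4 of 31 higher, adjusted p 5.82e-09), DNA replication (-0.62, 4 of 33 higher, adjusted p 1.26e-07), immediate early genes (-0.56, 7 of 38 higher, adjusted p 0.000252), heat shock genes (-0.23, 2 of 13 higher, adjusted p 0.0155, but 0.0652 under library totals) and CXC chemokines and receptors (-1.92, 2 of 9 higher, adjusted p 0.0321, but 0.0532 after correction for length and GC content). Among the CXC genes, CXCL8 changed by -2.42 ± 0.08 and CXCL1 by -2.94 ± 0.11, while CXCL16 rose by 1.16 ± 0.16. Histones (median 0.93, adjusted p 0.0568, but 0.0372 after that correction), LXR targets (0.39, adjusted p 0.192), cholesterol biosynthesis (-0.03, adjusted p 0.358) and the IL6 and IL12-like list (0.33, adjusted p 0.712) did not pass, and the last changed direction under library totals.

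**Figure D3:**
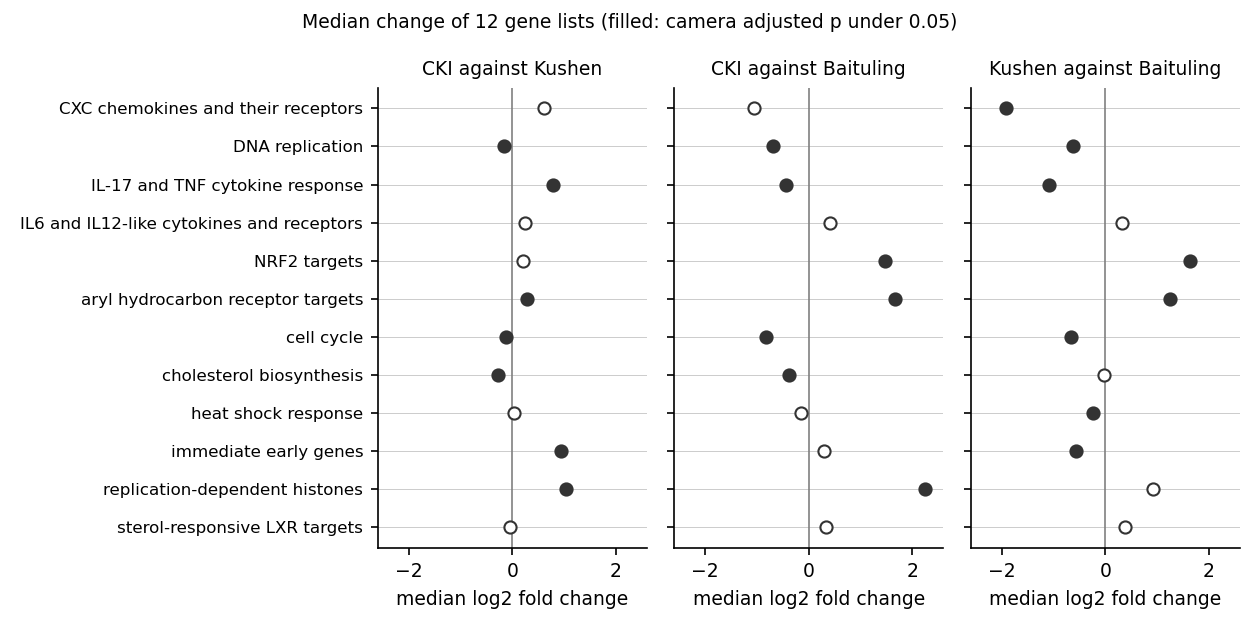
Median log2 fold change (horizontal axis) of the tested genes of 12 lists (vertical axis) in the 3 contrasts. Filled circles mark a camera adjusted p under 0.05. NRF2 targets rose in both contrasts with Baituling (medians 1.48 and 1.63), while the IL-17 and TNF list was higher in CKI than in Kushen (0.79) and lower in Kushen than in Baituling (-1.09).

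CKI and Baituling were each compared with Kushen to see which genes differed from Kushen in both. Baituling against Kushen holds the effect of Baituling together with the reverse of the effect of Kushen, and untreated libraries were not analysed here, so this overlap does not give the genes that Baituling moves against untreated cells. With Kushen as the common reference, 54 genes were called in the same direction in CKI against Kushen and in Baituling against Kushen, 42 higher and 12 lower than in Kushen. Another 75 genes were called in opposite directions. With at least 10 counts required in every library these numbers were 28 and 16, and under library totals they were 54 and 113. If the called sets were unrelated, 18.7 shared genes in the same direction would be found. That number ignores the Kushen libraries that the contrasts share, so it is no reference for the 54. A matching number for opposite directions was not computed, so the 54 and the 75 cannot be compared in this way. Across all genes tested, which are not independent replicates, the log2 fold changes of the 2 contrasts had a correlation of -0.06, and the signs were the same for 45.9% of genes. The shared Kushen libraries raise both values by chance. In 20 simulations that kept the difference between Kushen and Baituling and left CKI equal to Kushen, the correlation was 0.09 (0.06 to 0.11) and the signs were the same for 52.4% of genes (51.6% to 53.5%). With Baituling also equal to Kushen the values were 0.48 and 66.3%. The simulations leave out spread that replicates share across genes, so these ranges are too narrow.

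**Figure D4:**
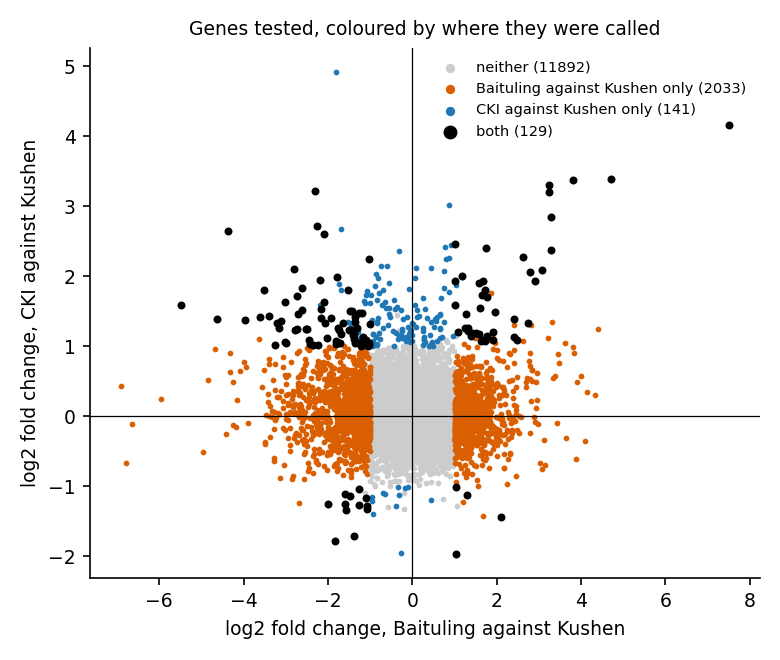
Log2 fold change of the 14195 genes tested in Baituling against Kushen (horizontal axis) and CKI against Kushen (vertical axis). Each point is a gene, coloured by the contrast in which it was called. Of the genes called in both (black), 54 lie in the quadrants where the directions match and 75 in the others.

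The position of CKI was examined over the 2162 genes called between Kushen and Baituling. For 56.2% of them (1214 genes) the CKI mean lay beyond the Kushen mean on the side away from Baituling, for 930 it lay between the means, and for 18 it lay past Baituling. On a scale from 0 at Baituling to 1 at Kushen the median position was 1.04. Simulations in which CKI had the Kushen means gave 44.9% (42.5% to 46.0%) and a median position of 0.989. The share was 59.4% among genes higher in Kushen and 52% among genes lower in Kushen. Without Kushen replicate 2 it was 51.1%, the setting that moved it most, and under library totals it was 60.2%. Of the 2162 genes, 75 were called in CKI against Kushen in the direction away from Baituling and 54 toward it. The simulations did not include spread that replicates share across genes. When the 6 CKI and Kushen libraries were regrouped, the share was 52.9% to 64.7% in the 6 splits that put 2 CKI libraries in the group standing for CKI, and 28.9% to 37.6% in the 3 splits that put 1 there. These splits keep part of the real difference, or its reverse, so they give no reference without an effect for the share of 56.2%.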

Values the study reported

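The study reported 308 differentially expressed genes for CKI treatment against Kushen treatment. Against untreated cells it reported 253 genes for Baituling, 2,520 for Kushen and 3,236 for CKI, with 2,039 genes shared by the last pair of treatments.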

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

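The alternatives were chosen before the data were examined, except the correction for transcript length and GC content without a replicate block, the rows as deposited, and the list tests under RLE and upper quartile scaling, which were chosen after seeing the data. The numbers of genes called in CKI against Kushen, CKI against Baituling and Kushen against Baituling stayed within 1.5 times 270, 2715 and 2162 under RLE, upper quartile and library-total scaling, without a filter, with only the 2 groups compared, with the likelihood ratio, exact and DESeq2 tests, with the corrections for length and GC content, with the rows as deposited and in the fits that each left out 1 library. DESeq2 gave no adjusted p for 5 of the 270 genes.

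Settings of the threshold and the filter moved these numbers. Without the fold threshold they were 5652, 10802 and 10168. With the test set against a log2 fold change of 1 they were 42, 1515 and 1029. Both follow from the definition of a call. With at least 10 counts required in every library they were 102, 1808 and 1415, which follows from this filter removing genes that were near 0 in one group. The same filter reduced the genes shared by CKI against Kushen and Baituling against Kushen from 54 to 28, with 16 in opposite directions, and no fold threshold raised them to 1853, with 2476 in opposite directions. Under library totals 54 were shared and 113 had opposite directions. The excess of opposite over shared directions was thus not kept under the stricter filter and was larger under library totals. Since that filter removes genes near 0 in one group, it removes part of the changes counted. Its result therefore does not tell whether the excess is robust.

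The replicate numbers in the labels gave no clear sign of pairs. Over the 9 same-numbered pairs of libraries, the correlation of deviations from the group means was -0.075 to 0.12. Differently numbered pairs were not computed as a reference, so weak pairing is not excluded. With the replicate number as a block, 269, 2713 and 2158 genes were called, 24 list tests passed, 53 genes were shared and 56.3% of genes had CKI beyond Kushen. The added list test was that of the CXC list in CKI against Baituling (adjusted p 0.0443). With the block and the length and GC correction, 262, 2634 and 2071 genes were called.

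Across the 9 fits that each left out 1 library, 265 to 300 genes were called in CKI against Kushen, 2677 to 2845 in CKI against Baituling and 2100 to 2264 in Kushen against Baituling. From 51 to 63 genes were shared, 23 to 25 list tests passed, and CKI lay beyond Kushen for 51.1% (without Kushen replicate 2) to 57.6% of genes. Under library totals that share was 60.2%, the distance between CKI and Kushen 1.47 and that between CKI and Baituling 2.93. With all genes tested the distances were 0.403 (CKI and Kushen), 0.877 (CKI and Baituling) and 0.795 (Kushen and Baituling). With a prior count of 0.5 they were 1.64, 3.29 and 2.99. Their order was the same in these settings.

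The number of list tests that passed was 23, against 36 with fry and 6 with an estimated correlation. The IL6 and IL12-like list changed direction in Kushen against Baituling under library totals, at an adjusted p of 0.812 there (0.531 to 0.852 in its other settings), and the cause was not tested. In the settings that kept all libraries, 20 list tests became weaker and 19 stronger, of which 17 and 13 came from the estimated correlation and from fry. Leaving out 1 library made 6 list tests stronger and none weaker. The CXC list passed in CKI against Kushen without CKI replicate 1 (adjusted p 0.0352), Kushen replicate 1 (0.0473), Kushen replicate 3 (0.0228) or Baituling replicate 1 (0.0481). The histones passed in Kushen against Baituling without Kushen replicate 1 (0.0425) or 2 (0.043). Named genes changed in 4 cases, all weaker and all falls in CKI against Kushen tested against a log2 fold change of 1. Cases in which a filter removed the gene were not counted. With at least 10 counts required in every library, the genes removed included UCA1, SLCO2B1 and AKR1B10. The 4 genes of the study kept their direction and an adjusted p under 0.05 in the alternatives run for them, but IL1A crossed the fold threshold against Baituling under library totals (1.21 for CKI and -0.79 for Kushen). Depth limits the genes with few counts. Folds against Baituling for SLCO2B1, UCA1 and AKR1B10 rest on 0 to 4, 1 to 14 and 5 to 12 counts per Baituling library.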

Other observations

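The tests of genomic DNA, of the spread of NEAT1 and MALAT1 among replicates, of harvest handling, of S phase content, of transcript length trends, of scaling for the ribosomal protein genes and of the fit corrected for length and GC content were chosen after the results they bear on had been seen, and for the tests of nuclear RNA recovery and of the replicate spread of NEAT1 and MALAT1 the criterion for reading the value was set after the value had been seen.

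The groups were regrouped to see what other splits of the libraries give. Each contrast of 3 libraries against 3 allows 10 splits, so a share under 0.1 cannot be reached. For each of the 3 contrasts, 1 of the 10 splits, the real one, gave as many called genes. The other splits called 0 genes, with 175 to 841 genes at an unadjusted p under 0.05 in CKI against Kushen (6789 in the real split), 48 to 132 in CKI against Baituling (10974) and 115 to 208 in Kushen against Baituling (10478). These splits mix the real groups, which moves their difference into the spread within groups, so few calls are found in them whatever the real contrast gives. The list tests were less specific. In CKI against Kushen 2 of the 10 splits gave as many passing lists as the real one, with 1 to 9 lists in the others against 8. In CKI against Baituling this was 2 of the 10 splits, with 3 to 7 lists against 7, and in Kushen against Baituling 1 of the 10, with 4 to 6 lists against 8. A camera adjusted p with the preset correlation is therefore weak evidence on its own in these libraries. Other splits mix the real groups unevenly, so part of a true shift may remain in them. For genes shared by CKI against Kushen and Baituling against Kushen, 1 of the 10 splits gave as many as 54, and the others gave 0 because they had no called genes to share. For the share of genes with CKI beyond Kushen, 5 of the 10 splits gave a share as large as 56.2%. Mixing keeps the sign of part of the real difference, so this number does not tell what unchanged groups would give.

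More genes had a count in CKI (17555 to 17786) and Kushen (17017 to 17281) than in Baituling (16259 to 16379). Library size was tested by thinning each library to 20144628 counts, after which the lowest CKI or Kushen library still lay 470 genes above the highest Baituling library. A few abundant genes taking more of the Baituling counts were tested by leaving out the ribosomal protein genes and the 100 most abundant genes before thinning, and the gap was 473 genes. Genomic DNA was tested on 364 olfactory receptor genes, which had 46 to 71 reads per library. Their share of all counts in CKI and Kushen was 0.815 times that in Baituling (95% confidence interval 0.683 to 0.976, Fisher's exact p 0.024, comparing these libraries and covering counting error only), while for 4204 other genes with a mean under 0.1 CPM, here without TMM scaling, it was 1.88 times. Per library the summed CPM of the olfactory receptor genes overlapped, from 1.94 to 2.95 in CKI and Kushen and from 2.57 to 3.49 in Baituling. That of the other genes did not, from 102 to 184 and from 63.7 to 83.1. These values argue against the 3 technical explanations. Transcription of more low-level genes, or slower decay of their RNA, under treatments that contain Kushen stays open and was not tested. Contamination by other human cells was not tested either.

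NEAT1 and MALAT1, the latter chosen after its values were seen, were higher in CKI and Kushen than in Baituling and varied among replicates. MALAT1 ranged from 333 to 705 CPM in CKI, 344 to 688 in Kushen and 67.9 to 83.1 in Baituling, a log2 fold change of 2.77 in Kushen against Baituling (edgeR adjusted p 1.29e-09). Transcript length and GC content as the cause were tested in the corrected fit, where the changes were 3.56 for NEAT1 and 2.51 for MALAT1, so that trend is not the whole cause. Better recovery of nuclear RNA in the Kushen libraries would raise other nuclear-retained RNAs alike. Over 9 such RNAs tested the median change was 0.34 (8 of 9 higher, the highest at 2.04), inside the -0.44 to 0.73 of random lists of like expression, which argues against recovery as the whole cause. Whatever spreads NEAT1 and MALAT1 among replicates of a treatment may also contribute to the difference between treatments. In 86 genes that followed them among the replicates of both CKI and Kushen (4 genes moved against them), Kushen exceeded Baituling by a median of 0.89, beyond random lists (-0.06 to 0.31) but under the 2.00 predicted from their slopes. Slopes chosen for their size from 3 libraries are inflated, so the part of such a factor cannot be told apart from an effect of treatment.

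Immediate early genes were higher in CKI than in Kushen (median 0.95), and lower in Kushen than in Baituling (-0.56). These genes respond within minutes to disturbance of cells, so handling at harvest is a candidate explanation. Their median SD among Kushen replicates was 0.149 on the log2 scale, above random lists of like expression (median 0.0722, upper limit 0.098). It was 0.0819 among CKI replicates (0.0544 and 0.0684) and 0.0848 among Baituling replicates (0.0641 and 0.0817). These spreads are small beside the difference between the groups. Handling shared by the plates of a treatment cannot be told apart from the treatment, since GEO's labels give no harvest order. Length and GC content were argued against by the corrected fit, where the median was 0.93 and the adjusted p of the list 1.94e-17. A response of these genes to Baituling compounds within CKI stays open and was not tested.

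Histone genes rose in CKI against Kushen (median 1.03) while DNA replication genes did not. More cells in S phase would raise both, and the DNA replication list changed by a median of -0.16, which argues against that explanation. H1-2, H4C8 and H2BC21 were among the called histones, and H4C8 overlaps a gene on the opposite strand. More RNA without a poly(A) tail in the CKI libraries was tested on RNAs of this kind other than histones. Only 3 of 38 were tested, with a median change of 0.44, inside the -0.43 to 0.92 of random lists, so with so few genes this explanation cannot be told apart from a change in histone transcripts. SNORD3B-2, among the largest rises, is itself an RNA of this kind. Sharing of reads between histone copies was not tested.

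Ribosomal protein genes were lower in CKI than in Baituling. They took 4.57% ± 0.078 of the counts in CKI, 5.26% ± 0.152 in Kushen and 7.46% ± 0.295 in Baituling (SD, n = 3). Of 85 genes tested, 82 were lower in CKI than in Baituling, with a median of -0.88, and 30 were called. Genes matched on expression, length and GC content had medians of -0.38 to -0.11, and in the corrected fit the median was -0.82, so length and GC content do not account for it. Scaling does not either, since the median was -0.59 under library totals, which raise all genes by 0.29. Lower abundance of mRNAs with a 5′ TOP motif, which share control by nutrient signalling, was tested on 29 other such mRNAs. Their median was -0.70 (2 of 29 higher), below the -0.52 to -0.03 of random lists of like expression, as this hypothesis needs. In Kushen against Baituling it was -0.38, inside the -0.42 to 0.02 of random lists, whereas ribosomal protein genes fell by 0.65. The random lists for these TOP mRNAs were not matched on length and GC content. The comparison therefore does not separate a reduction of TOP mRNAs in CKI from a trend with length or GC content, and that reduction stays a hypothesis. Reads shared with ribosomal protein pseudogenes were not tested.

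Short genes tended to be lower and long genes higher in CKI and Kushen than in Baituling. In the shortest 20% of genes the median log2 fold change was -0.15 in CKI against Baituling and -0.17 in Kushen against Baituling, and in the longest 20% it was 0.20 in each. The slope per doubling of transcript length was 0.0686 and 0.0894, over 14164 genes. The largest slope between 2 replicates of a group was 0.0516. A difference in RNA integrity or fragment size between groups could give such a trend, and it cannot be told apart from treatment because it would follow the groups. The study measured RNA quality before sequencing and required a minimum RNA integrity number. Such a minimum does not exclude a difference between groups above it. The trend is not the source of most calls: 262 of 270, 2430 of 2715 and 1869 of 2162 genes kept their call in the fit corrected for length and GC content.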
